# Circular RNAs in monkey muscle: age-dependent changes

**DOI:** 10.18632/aging.100834

**Published:** 2015-11-04

**Authors:** Kotb Abdelmohsen, Amaresh C. Panda, Supriyo De, Ioannis Grammatikakis, Jiyoung Kim, Jun Ding, Ji Heon Noh, Kyoung Mi Kim, Julie A. Mattison, Rafael de Cabo, Myriam Gorospe

**Keywords:** post-transcriptional gene regulation, aging, splicing, RNA-sequencing, ribonucleoprotein complex

## Abstract

Circular RNAs (circRNAs) have been identified in numerous species, including human, mouse, nematode, and coelacanth. They are believed to function as regulators of gene expression at least in part by sponging microRNAs. Here, we describe the identification of circRNAs in monkey (*Rhesus macaque*) skeletal muscle. RNA sequencing analysis was employed to identify and annotate ∼12,000 circRNAs, including numerous circular intronic RNAs (ciRNAs), from skeletal muscle of monkeys of a range of ages. Reverse transcription followed by real-time quantitative (q)PCR analysis verified the presence of these circRNAs, including the existence of several highly abundant circRNAs, and the differential abundance of a subset of circRNAs as a function of age. Taken together, our study has documented systematically circRNAs expressed in skeletal muscle and has identified circRNAs differentially abundant with advancing muscle age. We propose that some of these circRNAs might influence muscle function.

## INTRODUCTION

Aging involves the progressive accumulation of deleterious changes in cells, tissues, and organs leading to age-related physiologic declines and diseases [1]. Contributing to the functional losses and pathologies of aging are changes in gene expression programs, controlled transcriptionally and post-transcriptionally through numerous factors, including regulatory RNAs such as long noncoding (lnc)RNAs and microRNAs [2–5]. The growing family of regulatory RNAs includes a group of poorly characterized transcripts, circular RNAs (circRNAs). Although circRNAs were first identified using electron microscopy more than 35 years ago [6] only recently have we begun to understand their biological relevance. CircRNAs are highly abundant in some tissues and are rather stable molecules [7, 8], at least in part because these RNAs form circles and thus lack 5′ and 3′ ends. They are generated during splicing and can arise from exons (exonic circRNAs), introns (intronic circRNAs or ciRNAs), or a combination of exons and introns (exon-intron circRNAs or EIciRNAs) [7, 9–11]. One of the mechanisms through which circRNAs modulate gene expression is by functioning as ‘sponges’ of microRNAs, sequestering microRNAs and reducing their availability to suppress target mRNAs [7, 12]. According to other proposed molecular functions, circRNAs may also serve as sponges for RNA-binding proteins (RBPs), provide platforms for assembly of RBPs, and associate with mRNAs and modulate their expression post-transcriptionally [12].

Through these interactions, circRNAs can have a critical impact on cellular processes such as transcription, signaling, and proliferation, and on tissue and organ development and function leading to diseases such as neurodegeneration and cancer [13, 14]. For instance, some reports have documented that circRNAs are globally reduced in colorectal cancer compared to normal colon and that circRNA levels correlated negatively with proliferation in idiopathic pulmonary fibrosis and in ovarian cancer cells [14]. In developing human fetal neurons, circRNAs were found to increase broadly [15]. Specific examples illustrating these functions include the exon–intron circRNAs *EIciEIF3J* and *EIciPAIP2*, which were found to promote gene transcription [9], and *cir-ITCH*, which sponged three microRNAs (miR-7, miR-17, and miR-214) and thereby increased the levels of ITCH, an inhibitor of the Wnt/β-catenin signaling pathway [16]. In sporadic Alzheimer's disease (AD), the brain-specific circRNA ciRS-7, which contains sites that are capable of sponging miR-7, was found to be downregulated compared to age-matched control brains, likely by increasing the availability of miR-7 to brain cells in AD [13]. ciRS-7 was also implicated in tumorigenesis, as sequestration of miR-7 by ciRS-7 would be expected to promote the expression of the oncogenic factors EGFR and XIAP [17].

Skeletal muscle undergoes dramatic changes with aging, including loss of muscle mass, reduced strength, and impaired ability to regenerate, which can culminate in the development of sarcopenia [1, 18]. The physiology and pathology of skeletal muscle are profoundly influenced by microRNAs such as miR-1, miR-133, miR-206, miR-29, and miR-431 [19–21]. Given the relevance of microRNAs in muscle function and the emerging roles of circRNAs, we hypothesized that circRNAs may play key roles in processes such as muscle differentiation and regeneration, perhaps by regulating the functions of microRNAs or possibly other ligand molecules like noncoding RNAs, mRNAs, or RBPs. To begin to explore this possibility, we profiled circRNA changes with age in skeletal muscle from Rhesus monkeys (Rhesus macaque or *Macaca mulatta*). Our study provides a large number of previously unannotated circRNAs in Rhesus monkey and identifies changes in skeletal muscle circRNAs with advancing age, which may impact upon muscle aging and age-related muscle disorders.

## RESULTS

### Identification and annotation of circRNAs in monkey skeletal muscle

To identify circRNAs in monkey skeletal muscle, vastus lateralis samples were obtained from monkeys with ages ranging between 0.003 and 40.9 years old. 

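Muscle from the vastus lateralis, a large muscle of the thigh, was sequenced as 1 library per monkey from 24 rhesus monkeys, which comprised 6 young animals aged 0.003 to 6.0 years, 11 middle-aged animals aged 11.3 to 16.93 years and 7 old animals aged 25.7 to 40.9 years. RNase R is an exonuclease that degrades linear RNA and leaves circular RNA largely intact, and a read that spans a back-splice junction, where the end of an exon is joined to the start of the same or an upstream exon, marks a circRNA. The authors aligned the reads to the rheMac2 genome with TopHat2, assembled linear transcripts with Cufflinks, called circRNAs with CIRCexplorer, and deposited for each library the number of junction reads of each circRNA, without normalization. A circRNA that is absent from the values of a library was counted as 0 there. Whether it had no junction read or was not called cannot be told from these values. At approximately 20000000 sequencing reads per sample, the libraries yielded between 822 and 11561 junction reads. The young libraries had 1996 to 7918 junction reads (median 4568), the middle-aged libraries 822 to 11561 (median 2657) and the old libraries 1317 to 8144 (median 4924). The smallest share of junction reads that a library could show, taken as 3 reads, lay between 0.0259% and 0.365%. Each distinct combination of back-splice junction, type (exonic or intronic) and exon structure was counted as 1 circRNA, as in Supplemental Table S1. In every library each junction carried a single exon structure, but 891 junctions (4.67%) were given different structures in different libraries, so that their reads were spread over several circRNAs.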

Following homogenization of the muscle tissue, total RNA was extracted, digested with RNase R, and isolated as described in the Materials and Methods section. CircRNA analysis following the steps outlined in Figure 1A identified a large number of circRNAs in monkey muscle; most of these circRNAs contained exonic sequences, but a smaller subset contained intronic sequences. 

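Of the 8140 circRNAs with at least 2 junction reads over the 24 libraries, 7771 (95.5%) were exonic and 369 (4.533%, 95% Wilson confidence interval 4.102% to 5.007%) were intronic. The exonic circRNAs had a median of 3 exons and at most 34, and 473 of them consisted of a single exon. Their spliced length ranged from 53 to 10309 nt with a median of 401 nt, against a median of 218 nt and a range of 86 to 12162 nt for the intronic circRNAs. Intronic circRNAs took 5.53% of the reads of the listed circRNAs. Among single libraries their share of junction reads ran from 3.24% (95% Wilson interval 2.83% to 3.71%) in the young monkey aged 0.005 years to 23.5% (20.7% to 26.5%) in a middle-aged monkey aged 14.4 years, whose library had the fewest junction reads. Some intronic circRNAs differed from another by a few nucleotides at an end, and when those with both ends within 5 nt were merged, 290 intronic circRNAs remained, or 3.598% of the list. The paper describes most circRNAs as exonic and the intronic ones as a smaller subset.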

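Exonic circRNA mmu_circ_017332 lies on chromosome 7 of rheMac2 from 45804334 to 45809341 on the minus strand and joins 4 exons of transcript ENSMMUT00000021673 into a circle of 462 nt. It had 58 junction reads in 14 of the 24 libraries, an average of 2.04 ± 2.35 normalized reads (SD, n = 24). On chromosome 4, mmu_circ_014269 spans 95400563 to 95404880 on the minus strand and joins 4 exons of an assembled transcript into 375 nt. Its 65 reads came from 19 libraries, with an average of 2.25 ± 2.30 normalized reads (SD, n = 24). The intronic mmu_circ_006990 lies on chromosome 14 from 9702546 to 9702752 on the plus strand, within an intron of transcript ENSMMUT00000031809, and is 207 nt long. It had 216 reads in 22 libraries and an average of 7.91 ± 9.87 normalized reads (SD, n = 24). The in-depth libraries of the monkeys aged 0.005 and 40.1 years had 60704 and 35205 junction reads, respectively. In the same order, 15 and 15 reads were found for mmu_circ_017332, 44 and 59 for mmu_circ_014269, and 19 and 95 for mmu_circ_006990. These reads were not scaled to the totals.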

For instance, circRNAs mmu_circ_017332 and mmu_circ_014269 contained exonic circRNA sequences, while mmu_circ_006990 contained intronic sequences, as illustrated in the UCSC Genome Browser view shown in Fig. 1B. A full list of the circRNAs identified is provided (Supplemental Table S1), including circRNA annotation, chromosomal coordinates, length, and accession number of the mRNA counterpart. 

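In the 24 libraries, 20176 distinct circRNAs had at least 1 junction read, on 19070 distinct junctions. A single read was all there was for 12036 of them, and 8140 had at least 2 reads, from one sample or from several. These 8140 circRNAs held 87047 of the 99083 junction reads. Counted by junction alone, without the exon structure, 7764 had at least 2 reads. To the 8140 were added the 2546 circRNAs with 1 read in the 24 libraries and at least 1 in-depth read, and the 2869 circRNAs that were seen only in the in-depth libraries and had at least 2 reads there, which gave 13555 circRNAs by these criteria. The count of 8140 depended most on the minimum number of reads, with 20176 at 1 read and 5244 at 3 reads.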

Briefly, 12,007 circRNAs were identified as being supported by at least 2 junctional reads (2 reads from one sample or 1 read from 2 samples). Of the 9,505 circRNAs identified from sequencing all of the 24 muscle samples, 8,140 circRNAs had at least 2 reads in the initial analysis (at 20 million reads per sample, Supplemental Table S1); 1,365 circRNAs were added after in-depth sequencing (100 million reads per sample) of two additional samples [marked with an asterisk (*) in the Supplemental Table S1]. 

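The 8140 circRNAs with at least 2 reads in the initial analysis included 2896 with exactly 2 reads and 1139 that were found in one library only. Of the 12036 circRNAs with 1 read in the 24 libraries, 2546 had at least 1 read with the same exon structure in the in-depth libraries, the criterion given in the legend of Supplemental Table S1, and together with the 8140 these made 10686 circRNAs. Other definitions, all chosen after seeing the data and the asterisked rows of that table, gave lower counts. Requiring at least 2 in-depth reads gave 1283 circRNAs by exon structure and 1705 by junction. When the junction also had to be absent from the list of 8140, 1419 circRNAs on 1365 junctions were counted.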

In-depth sequencing of these two additional samples led to the further addition of 2,502 circRNAs with at least two junction reads (Supplemental Table S2). 

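Each in-depth library, sequenced to approximately 100000000 reads, was matched in age to one of the 24 libraries. The library of the young monkey aged 0.005 years had 60704 junction reads on 11947 circRNAs, and that of the old monkey aged 40.1 years had 35205 junction reads on 8520 circRNAs (1 library each, no replicates). At this depth 47.0% and 49.9% of the circRNAs, respectively, still had a single read, compared with a median of 69.2% in the 24 libraries, and 3 reads corresponded to 0.0049% and 0.0085% of the junction reads. Of the 16886 distinct circRNAs in these libraries, 2869 had at least 2 reads and were absent from all 24 libraries. Counted by junction alone the number was 2501, and with a minimum of 3 reads it was 1228.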

The full dataset is available at GSE72879 and the circRNA database ‘circBase’.

**Figure 1:**
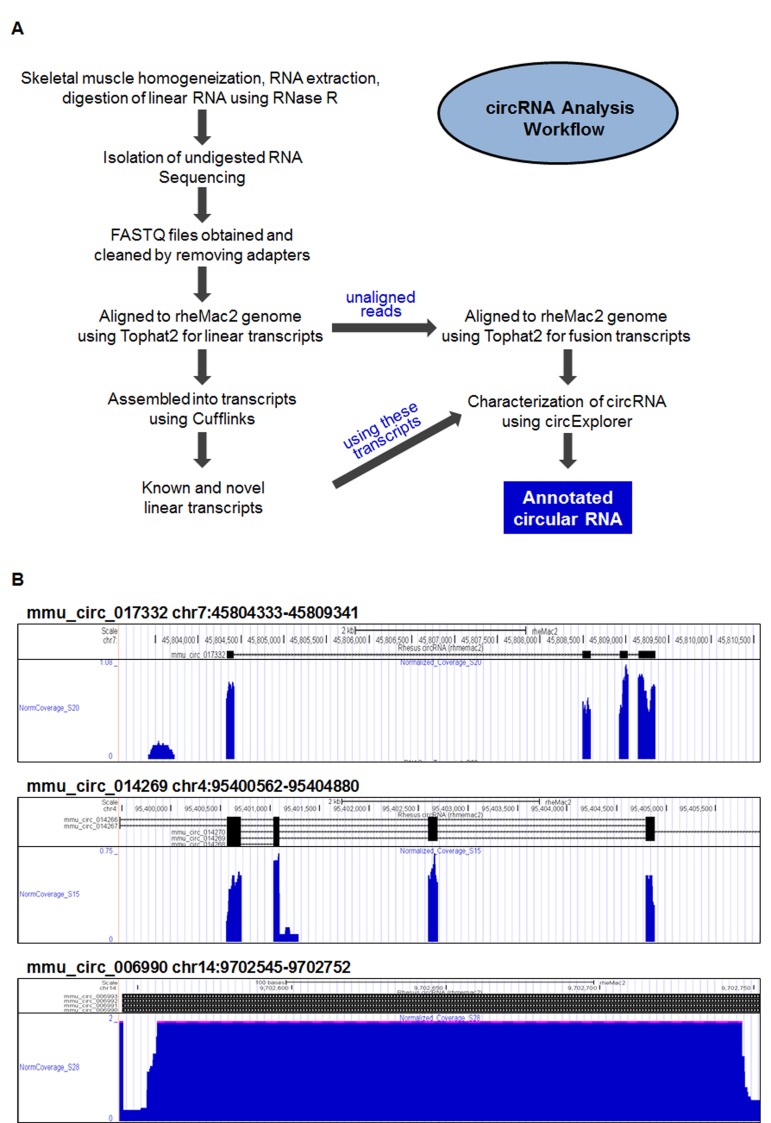
Circular RNA identification in skeletal muscle **(A)** Workflow of the preparation and analysis of circRNAs. After homogenization of skeletal muscle samples, total RNA was extracted and digested with RNase R to degrade linear RNA. Following sequencing (RNA-Seq), sequences were processed, aligned to linear transcripts, assembled into collections of known and novel circRNAs, and annotated. **(B)** Representative UCSC genome browser views of mmu_circ_017332 (*top*), mmu_circ_014269 (*middle*), and the intronic circ-RNA mmu_circ_006990 (*bottom*), including fine-scale alternate splicing patterns that generate additional circRNA isoforms.

### CircRNA abundance

We sequenced 24 muscle samples from monkeys spanning a range of ages, but initially considered all of the sequenced samples jointly. 

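The number of junction reads differed 14.06-fold between the largest library, 11561 reads, and the smallest, 822 reads. The number of distinct circRNAs per library ranged from 458 to 3851 with a median of 1860.5. The normalization factors that the authors applied are printed for 9 samples in Supplemental Table S3. They were recovered for all 24 by least squares from the read numbers and the averages in the supplemental tables, with 218 equations for 24 unknowns. With these factors, all 207 averages that had not entered the fit were matched to within 4.5e-05 reads. The factors ranged from 0.3532 to 2.7607. Multiplied by its factor, the total of junction reads per library ranged from 363.6 to 7841.4, a 21.57-fold difference, so that differences in circRNA yield between libraries remained after normalization.

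**Figure D1:**
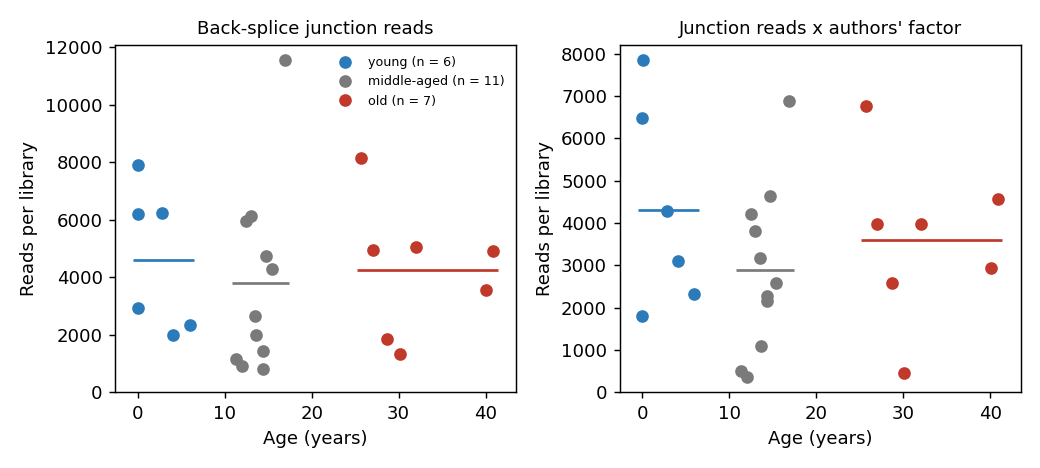
Back-splice junction reads per library against age in years, as counted (left) and after multiplication by the authors' factor (right). Each point is 1 of 24 monkeys, and the horizontal lines are the means of the young (n = 6), middle-aged (n = 11) and old (n = 7) monkeys; the normalized totals run from 363.6 to 7841.4 reads and the groups overlap.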

As the number of circ-RNA reads per sample varied somewhat among the 24 samples, we assessed the relative abundance of circRNAs by comparing the average of the normalized number of reads. 

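Averaged over the 24 libraries with the authors' factors, 226 circRNAs had at least 2 normalized reads. A set of 218 circRNAs had at least 2 reads in at least 12 libraries, the criterion in the legend of Supplemental Table S3, and 184 circRNAs met both conditions.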

This analysis identified about 218 circRNAs showing on average 2 or more reads among the 24 samples (each sequenced at approximately 20 million reads). The most abundant circRNAs are shown in Table 1 (full list in supplemental Table S3) and the most abundant intronic circRNAs (ciRNAs) in Table 2 (full list in supplemental Table S4).

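The 9 circRNAs of Table 1 ranked as the 9 highest among the exonic circRNAs, and the 9 of Table 2 as the 9 highest among the intronic ones. The most abundant, mmu_circ_010973 on chromosome 2 from 189036369 to 189048246, averaged 39.79 ± 29.25 normalized reads (SD, n = 24 monkeys) and was found in all 24 libraries with 9 to 150 reads. It was followed by mmu_circ_016141 on chromosome 6 with 37.33 ± 24.44 (SD, n = 24) and mmu_circ_019349 on chromosome 9 with 32.45 ± 28.48 (SD, n = 24), and the differences between these averages were smaller than their SD. The lowest average in Table 1 was 18.61 ± 13.79 (SD, n = 24) for mmu_circ_015458. Among the intronic circRNAs, mmu_circ_013955 on chromosome 4 from 43067753 to 43067936 averaged 23.48 ± 29.81 (SD, n = 24), but it was detected in 15 of the 24 libraries, with 6 to 112 reads where present. The next, mmu_circ_007427 on chromosome 15, averaged 10.58 ± 11.46 (SD, n = 24) and was found in 23 libraries. It shares its start with mmu_circ_007426, which ends 1 nt earlier and averaged 8.75 ± 8.99 (SD, n = 24). With total junction reads as library size mmu_circ_010392 moved most, from 19.47 to 28.54 reads. Summing the exon structures of each junction changed mmu_circ_009432 from 19.58 to 27.99, since 268 reads of its junction were assigned to other structures.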

**Table 1:** Abundant circRNAs in monkey skeletal muscle List of circRNAs most highly abundant in skeletal samples, including their respective IDs, circRNA names (genomic positions), genomic length (unspliced RNA length), and average read number in 24 samples.

Circ ID	Circ IDCircRNA name	Type	Length	Genomic length	Av. Read#
mmu_circ_010973	chr2_189036368_189048246	circRNA	247	11878	39.79
mmu_circ_016141	chr6_73699670_73701378	circRNA	181	1708	37.32
mmu_circ_019349	chr9_64242315_64243110	circRNA	172	795	32.44
mmu_circ_009828	chr18_72438948_72465599	circRNA	220	26651	30.87
mmu_circ_015464	chr6_134290742_134290950	circRNA	208	208	27.82
mmu_circ_011853	chr20_29319557_29319983	circRNA	327	426	22.98
mmu_circ_009432	chr18_14771494_14785401	circRNA	679	13907	19.57
mmu_circ_010392	chr2_102990360_103021852	circRNA	1726	31492	19.46
mmu_circ_015458	chr6_134285265_134289462	circRNA	285	4197	18.60

**Table 2:** Abundant ci (circular intronic) RNAs in monkey skeletal muscle List of the ciRNAs most highly abundant in skeletal samples, including their respective IDs, circRNA names (genomic positions), length, and average ciRNA read number in 24 samples.

Circ ID	Circ IDCircRNA name	Type	Length	Genomic length	Av. Read#
mmu_circ_013955	chr4_43067752_43067936	ciRNA	184	184	23.48
mmu_circ_007427	chr15_41837367_41837519	ciRNA	152	152	10.58
mmu_circ_001451	chr1_24464240_24464383	ciRNA	143	143	10.27
mmu_circ_001450	chr1_24464239_24464383	ciRNA	144	144	9.16
mmu_circ_007426	chr15_41837367_41837518	ciRNA	151	151	8.75
mmu_circ_006990	chr14_9702545_9702752	ciRNA	207	207	7.91
mmu_circ_004916	chr12_83327621_83328165	ciRNA	544	544	6.88
mmu_circ_008599	chr16_59500183_59500353	ciRNA	170	170	5.29
mmu_circ_006322	chr14_1750828_1750927	ciRNA	99	99	3.67

### Age-associated changes in muscle circRNAs

To identify specific circRNAs displaying age-related changes in abundance, we focused on circRNAs that showed > 2 reads in at least 12 samples (Supplemental Table S5). 

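With at least 2 reads in at least 12 of the 24 libraries, 218 circRNAs were retained, and they were the same 218 as in Supplemental Table S3. With more than 2 reads in at least 12 libraries, 145 were retained. When the exon structures of a junction were summed first, 258 junctions had at least 2 reads in at least 12 libraries.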

The 218 circRNAs that met this criterion (with normalized read counts between 1 and 39) were studied further to assess possible changes in circRNA abundance with age. 

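Averages of the 218 circRNAs over the 24 libraries ranged from 1.17 to 39.79 normalized reads with a median of 3.31. Together they held 33.39% of all junction reads, and 15 of them were intronic. Only 5 were detected in all 24 libraries, 23.28% of the values were 0, and the median value was 3 reads per circRNA and library. For 44 of the 218, other libraries assigned reads of the same junction to another exon structure, and 105 of the 1218 values of 0 had reads on such a structure.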

Six monkeys spanning 0.003 to 6 years of age were considered ‘young’ (Y), 11 monkeys 11.3- to 16.9-years old were considered ‘middle aged’ (MA), and 7 animals 25.7- to 40.9-years-old were considered ‘old’ (O) (Fig. 2A). 

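Total junction reads multiplied by the authors' factor averaged 4303.8 ± 2405.9 (SD, n = 6) in the young, 2880.7 ± 1952.8 (SD, n = 11) in the middle-aged and 3608.2 ± 1940.0 (SD, n = 7) in the old monkeys. The log2 ratio of old to young was -0.254, and the difference was within the spread between animals (exact permutation test over 1716 splits, p = 0.577). The young group holds 3 monkeys under 1 year, aged 0.003, 0.005 and 0.03 years, and 3 aged 2.8, 4.06 and 6.0 years. Without the monkeys under 1 year the ratio changed sign to 0.158 (exact permutation test over 120 splits, p = 0.75).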

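Normalized reads of the 19 circRNAs named in Fig. 2B were compared between the age groups. The bars of that figure, read by eye, lay far from the group means of the circRNAs named under them. The median distance was 1.871 on the log2 scale, and for 0 of the 19 bars was the named circRNA the nearest of the 218. The counts below therefore concern the named circRNAs and may not concern the values drawn as bars. The mean in old monkeys was below that in young monkeys for 12 of the 19, a number within the range given by other divisions of the young and old libraries (exact permutation test over 1716 splits, p = 0.328). The mean in middle-aged monkeys was below that in young monkeys for 14 of the 19, and both were lower for 10. From middle-aged to old monkeys, the mean was lower for only 5 of the 19. With the authors' factors, mmu_circ_010404 on chromosome 2 from 103014134 to 103015114 fell the most of the 19 between old and young. It went from 15.41 ± 8.59 (SD, n = 6) in young to 6.15 ± 6.50 (SD, n = 11) in middle-aged and 5.83 ± 5.19 (SD, n = 7) in old monkeys. Its log2 fold change between old and young was -1.392 with a standard error of 0.917 and an adjusted p of 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 218 circRNAs. Among the 19, log2 fold changes ranged from -1.392 to 0.777 for old against young and from -1.877 to 1.067 for middle-aged against young, and the lowest adjusted p values from edgeR's test with Benjamini-Hochberg adjustment were 0.999 and 0.836. With the reads summed over the exon structures of each junction, 14 of the 19 had a lower mean in old monkeys, and with total junction reads as library size 10 did. In the latter setting mmu_circ_005764 (-1.199) and mmu_circ_003723 (-1.021) had lower log2 fold changes between old and young than mmu_circ_010404 (-0.995). The paper takes the lower reads in the older groups in Fig. 2B as downregulation with age.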

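The first of the circRNAs that were also measured by RT-qPCR in Fig. 3E, mmu_circ_017332, averaged 1.74 ± 2.40 (SD, n = 6), 1.63 ± 1.64 (SD, n = 11) and 2.93 ± 3.26 (SD, n = 7) normalized reads in young, middle-aged and old monkeys. In the same order, mmu_circ_014269 averaged 2.87 ± 2.71, 1.87 ± 2.40 and 2.32 ± 1.98 (SD), and mmu_circ_015060 averaged 3.53 ± 4.05, 1.52 ± 1.51 and 2.48 ± 1.97 (SD). For mmu_circ_006895 the averages were 3.97 ± 3.41, 1.12 ± 1.402 and 2.95 ± 1.79 (SD), and for mmu_circ_014509 they were 6.58 ± 6.44, 2.67 ± 3.26 and 4.13 ± 4.35 (SD). The circRNA described as unchanged, mmu_circ_004374, averaged 2.56 ± 2.33, 2.05 ± 2.94 and 3.72 ± 2.57 (SD). Of 12 exact permutation tests, which compared each of these 6 circRNAs in old and in middle-aged with young monkeys, the lowest p was 0.0195, for mmu_circ_006895 in middle-aged monkeys, and it was 0.234 after Benjamini-Hochberg adjustment. Among these 6, leaving out the monkeys under 1 year changed the log2 fold change of mmu_circ_006895 between old and young from -0.422 to 0.491. The same setting turned that of mmu_circ_004374, the circRNA described as unchanged, from 0.484 to a negative value.

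**Figure D2:**
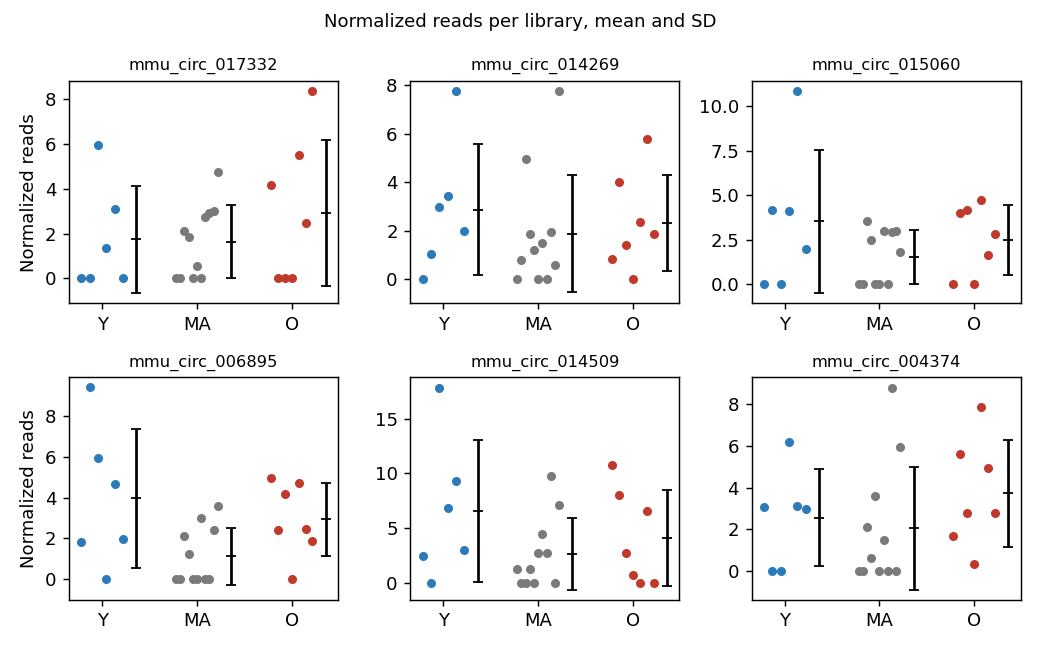
Normalized reads per library of the 6 circRNAs of Fig. 3E in young (Y, n = 6), middle-aged (MA, n = 11) and old (O, n = 7) monkeys, each point 1 monkey ordered by age within its group, with the mean and SD beside the points. Zero values occur in each circRNA, and the groups overlap in every panel.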

While most circRNAs were not altered among the different age groups, some 19 circRNAs were downregulated with advancing age (Fig. 2B).

**Figure 2:**
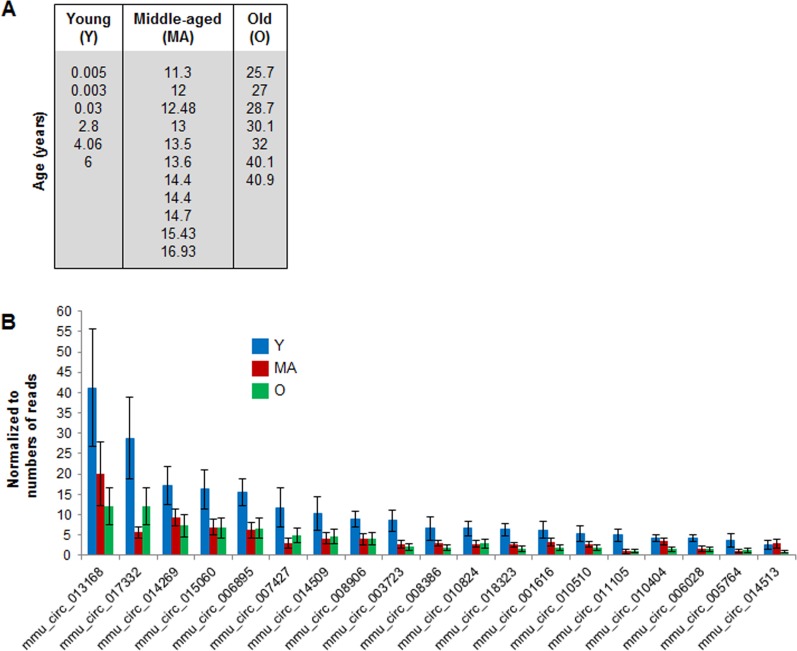
Age-associated changes in muscle circRNAs **(A)** Ages and distribution among young (Y), middle‐aged (MA) and old (O) monkeys from which skeletal muscle samples were analyzed. **(B)** Normalized read counts from circRNA‐Seq analysis showing downregulated circRNAs as a function of age.

To validate the results of the circRNA sequencing analysis, we designed primers in divergent orientation, specifically capable of amplifying the junction region of the circRNA (Fig. 3A; primer pairs listed in the Materials and Methods section) for the circRNA transcripts identified in Fig. 2. A subset of circRNAs detected by RT-qPCR analysis is shown (Fig. 3B). The PCR products were further assessed on agarose gels to confirm that a single DNA species was amplified in each case. Evidence of successful amplification is shown in Fig. 3C; 7 out of 8 reactions showed a single product, while mmu_circ_014509 revealed a larger band (∼350 bp), which could be a nonspecific product or another circRNA isoform. The amplified PCR products were verified by DNA sequencing to confirm the amplification of specific circRNA junctions (Fig. 3D).

**Figure 3:**
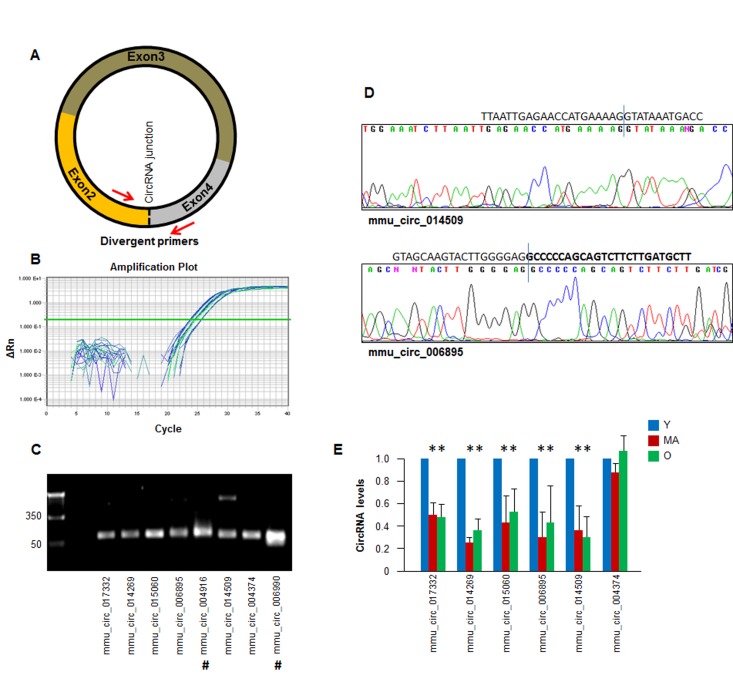
Detection of age-dependent changes in circRNA **(A)** Schematic of the design of divergent primers used for the specific detection of circRNAs. **(B)** Example of amplification plots of circRNAs in total RNA isolated monkey muscle tissues. **(C)** RT-qPCR products visualized by electrophoresis in ethidium bromide-stained agarose gels. **(D)** Representative examples of qPCR products purified and sequenced to confirm circRNA junction sequences; #, circular intronic (ci)RNAs. **(E)** For a subset of circRNAs that could be detected following the criteria outlined in the text (number of reads, pattern of dissociation curves, and single amplification products) the relative abundance in Y, MA, and O groups was quantified by RT-qPCR analysis. A circRNA that did not change with muscle age (mmu_circ_004374) was included. *, p<0.05.

Validation of the circRNAs in Fig. 2 by RT-qPCR analysis confirmed the downregulation of five circRNAs: mmu_circ_017332, mmu_circ_014269, mmu_circ_015060, mmu_circ_006895, and mmu_circ_014509; a circRNA that did not change with muscle age was included as negative control (mmu_circ_004374) (Fig. 3E). 

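In the fit of the 3 age groups over the 218 circRNAs, no circRNA reached an adjusted p below 0.05 in old against young, middle-aged against young or old against middle-aged monkeys. The lowest adjusted p values were 0.999, 0.573 and 0.761, respectively, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The median standard error of the log2 fold changes between old and young was 0.985 with the authors' factors. It was 0.706 with total junction reads as library size, 0.715 with TMM normalization and 0.695 with DESeq2. Counts were simulated with the means, library sizes and dispersion of the fit with the authors' factors. The test recovered 1 of 40 circRNAs with a log2 fold change of 2 and 17 of 40 with a log2 fold change of 3. With these factors, this depth and this spread between animals, changes of a log2 fold change of 2 or less were therefore mostly not detectable. Signs were not balanced, since 147 of the 218 log2 fold changes were negative for old against young and 166 for middle-aged against young. Of 100 splits of the animals of the groups compared, the real one included, 27 and 22, respectively, gave at least as many. The excess was therefore within what other splits gave. For old against middle-aged monkeys 78 were negative. With the total junction reads of each library as its size in place of the authors' factors, the numbers were 109, 103 and 123. They were 105, 127 and 90 with TMM normalization and 106, 124 and 94 with DESeq2, in the same order. Scaling a library to its circRNA reads centres the log2 fold changes near 0 by construction, so these numbers do not test for a general decline. Without the filter on reads, 1601 circRNAs with at least 10 reads in total were tested. The counts moved most for old against middle-aged, from 0 to 41 higher and from 0 to 15 lower. For middle-aged against young they moved from 0 to 36 lower and from 0 to 5 higher. Of the 99 calls in all comparisons of this setting, 79 had reads in at most 3 libraries, so single libraries could explain many of them. The paper proposes from the sequencing and RT-qPCR values that most circRNAs keep their abundance with age and that a subset declines.

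**Figure D3:**
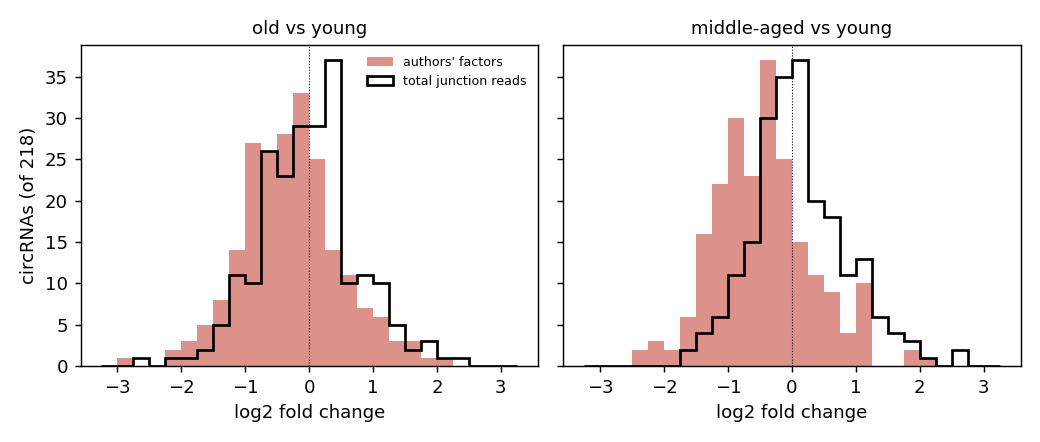
Histograms of the log2 fold changes of the 218 circRNAs for old against young (left) and middle-aged against young (right), with the authors' factors (filled) and with total junction reads as library size (outline). With the authors' factors 147 and 166 of the 218 values lie below 0, and with total junction reads 109 and 103 do. At least as many lay below 0 with the authors' factors in 27 and 22 of 100 splits of the animals. Scaling to total junction reads centres the values near 0 by construction.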

Together, these findings suggest that the abundance of most muscle circRNAs does not change with increasing age, but a specific subset of circRNAs did appear to show declining levels with age.

## DISCUSSION

Using RNA-Seq analysis, we have identified and annotated many circRNAs in Rhesus skeletal muscle. The high number (∼12,000) of circRNAs detected is in agreement with the vast number of annotated human circRNAs, which now collectively surpasses 140,000 in circBase [24]. From the large collection of muscle circRNAs, we found a subset of abundant circRNAs that displayed age-dependent changes, including a group of circRNAs showing reduced abundance with aging (Fig. 2), while virtually no circRNAs showed increased abundance with increasing age.

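No circRNA of the 218 was higher in old than in young monkeys at an adjusted p below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and none was lower. At an unadjusted p below 0.05 from edgeR's test, 1 was higher and 3 were lower. Combinations of this limit with other settings were added after seeing the data. Limma on log2(normalized reads + 1) gave 0 higher and 15 lower. More were higher than lower with total junction reads or TMM (7 and 5 each), DESeq2 (9 and 5) and at least 10 reads in total (94 and 91). The same held without monkeys under 1 year (5 and 2) and without the 6 smallest libraries (5 and 3). Fewer were higher with exon structures summed (1 and 5), more than 2 reads in 12 libraries (1 and 3) and only the 2 groups in the fit (1 and 4). With the authors' factors, 1 other split of the young and old libraries gave 21 higher and 0 lower at this limit. Another gave 1 higher and 27 lower, so these unadjusted counts do not settle a direction. With the authors' factors and edgeR, the log2 fold changes ran from -2.872 to 2.156, and 71 of the 218 were positive. Testing all 1601 circRNAs with at least 10 reads in total gave 0 higher and 2 lower at an adjusted p below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. These 2 had reads in at most 3 libraries. The paper reports a group of circRNAs with lower abundance at older age in Fig. 2B and a near absence of increases.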

As these studies expand, it will be interesting to investigate the mechanisms that drive the changes in muscle circRNAs with age, particularly for the large subset of circRNAs declining in older monkeys. For example, it will be important to study whether the linear counterpart transcripts are also reduced or whether splicing machinery components giving rise to these circRNAs change with age. Similarly, assessing if these circRNAs are expressed in other tissues and if their levels in other tissues vary as a function of age warrants future scrutiny. As a class, circular RNAs appear to be well conserved among species [8]. It will be important to establish whether the human counterparts of this subset of Rhesus circRNAs are also expressed, and in particular if they are expressed in muscle, and if their expression levels change during muscle aging.

The data gathered in this report serve as a valuable platform for the identification of circRNAs that influence muscle physiology, such as muscle development, remodeling, and regeneration. To this end, work in our laboratory is underway to identify the factors (RNA molecules, DNA segments, and proteins) that interact with the circRNAs preferentially found in muscle, and in particular those that show altered levels with aging. We anticipate that some of the muscle circRNAs identified here might affect, directly or indirectly, the expression levels, localization, and/or function of myogenic transcription factors, myogenic RBPs, or myomiRs (muscle microRNAs); for instance, some of the most abundant circRNAs identified in our analysis (e.g., mmu_circ_010973, located on chromosome 2, 189036368_189048246) might be candidates for such sponging actions. 

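mmu_circ_010973 lies on the plus strand of chromosome 2 of rheMac2 from 189036369 to 189048246 and joins 3 exons of transcript ENSMMUT00000045193 into a circle of 247 nt. It had 1128 junction reads in the 24 libraries, at least 9 in each. In the in-depth libraries of the monkeys aged 0.005 and 40.1 years it had 623 of 60704 and 257 of 35205 junction reads (1 library each). It averaged 50.1 ± 34.0 (SD, n = 6) normalized reads in young, 29.7 ± 24.4 (SD, n = 11) in middle-aged and 46.8 ± 31.2 (SD, n = 7) in old monkeys. Without normalization its average over the 24 libraries was 47.0 in place of 39.8. The paper names it as an example of abundant circRNAs that might be candidates for sponging.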

It will also be interesting to investigate if these circRNAs are implicated in muscle pathologies, such as muscular dystrophy, myosarcoma, and myotonia. For abundant circRNAs showing decline with muscle aging (e.g., mmu_circ_017332 and mmu_circ_014269; Fig. 3), specific studies could be designed to assess their potential implication in sarcopenia.

In summary, we have identified collections of circRNAs abundantly expressed in skeletal muscle tissues of Rhesus monkey. Among these, we have found subsets of circRNAs showing age-associated alterations in expression. Our results constitute a valuable resource for future studies aimed at identifying circRNAs displaying tissue-, species-, and age-dependent specificity. This report contributes to the exciting emergence of circular RNAs as versatile regulators of gene expression in biological and clinical frameworks, including muscle physiology and the age-related decline in muscle function.

## MATERIALS AND METHODS

### Animals and skeletal muscle tissue

Rhesus monkeys (*Macaca mulatta*) were housed at the NIH Animal Center in Poolesville, MD. The animal center is fully accredited by the American Association for Accreditation of Laboratory Animal Care, and all of the procedures were approved by the Animal Care and Use Committee of the NIA Intramural Program. Monkeys were housed individually in standard nonhuman primate caging on a 12 h light/12 h dark cycle, at room temperature (25.5 ± 0.5°C), humidity at 60 ± 20%. Monkeys were monitored minimally 3 times daily by trained animal care staff. All monkeys were given standard chow diets (TestDiet^®^ #5038 Purina Mills, Richmond, IN or NIA-1–87, Purina Animal Nutrition LLC, Minneapolis, Minnesota) and were fed *ad libitum*. Skeletal muscle tissues (vastus lateralis) were obtained from young (Y), middle-aged (MA), and old (O) monkeys from ongoing NIA studies. Tissues were flash frozen in liquid nitrogen and stored at −80° C until assayed.

### RNA isolation, RNase R treatment, and CircRNA sequencing analysis

Tissues were homogenized in Trizol (Invitrogen, NY) and used to isolate total RNA according to the manufacturer's protocol. Total RNA (5 μg) was treated with 20 U of RNase R (RNR07250, Epicenter) for 15 min at 37°C and the digested RNA was isolated using acidic phenol-chloroform (5:1) and ethanol precipitation. CircRNA sequencing was performed at the Genomics Research Center, University of Rochester; 24 samples (one per monkey) were sequenced initially at a depth of approximately 20 million reads (paired-end), and two samples were subsequently sequenced in depth (at approximately 100 million reads) to assess sample saturation.

From the raw FASTQ files, adapter contamination was removed and sequences were aligned to the *Macaca mulatta* (rheMac2) genome with TopHat2 (v2.0.14) [22], first to identify linear RNA and later to identify fusion transcripts using reads which did not align to the linear RNA, as described [23]. RNA was assembled into linear transcripts using CuffLinks and default parameters (assembled transfrags supported by 5 fragments or more were reported) and was annotated using rheMac2 and Ensembl v78. The program circExplorer was run with the fusion transcripts obtained from TopHat2 [23] and the transcripts obtained from the assembled linear RNA (Fig. 1A).

### CircRNA sequencing, RT-qPCR analysis, DNA gel electrophoresis

Total RNA was used for reverse transcription (RT) using random hexamers and Maxima reverse transcriptase (Fermentas), and quantitative PCR (qPCR) analysis was performed using gene-specific primer pairs and SYBR Green (Kapa Biosystems). Primers to detect endogenous RNAs by RT-qPCR analysis were: CCCTATCAACTTTCGATGGTAGTCG and CCAATGGATCCTCGTTAAAGGATTT for *18S* rRNA, AATTGTCCAAGCCCTGAATG and TCTCACAGCGTCATTGGAAG for mmu_circ_017332, CCTAGAGCTGCCAAGAAGCA and TTTTCTAGTTTCATCATCAGCAGTTT for mmu_circ_014269, AAAGTGCCTGCCAAAGCTAA and TGGTTGCGTCTTTCCTTCTC for mmu_circ_015060, CAGCCAACTTTTCACCCATC and TCCTTCCAAGGAAGCTAAGTG for mmu_circ_006895, AGGCTACTCCACAGGCACAG and AAGCTCAGGTGGGTGAAGG for mmu_circ_004916, CTGCCCTCATGGACTTGAA and GGACCTTTGAACTCACCCCTA for mmu_circ_014509, GCTACATCCAGGAGAGAATGC and TTGTAGGTGTGGCTGACAAAA for mmu_circ_004374, GGCTGCATAGTGTGTGAGGA and CCAAACTGGGAAGGGAACTC for CiRNA_006990.

RT-qPCR products were size-separated by electrophoresis through ethidium bromide-stained 2% agarose gels and visualized on an ultraviolet transilluminator. Forward and reverse primers (above) were used to sequence individually the products amplified from mmu_circ_017332, mmu_circ_014269, mmu_circ_015060, mmu_circ_006895, mmu_circ_004916, mmu_circ_014509, mmu_circ_004374 and mmu_circ_006990.

## SUPPLEMENTARY MATERIAL TABLES

Supplemental Table S1 Combined circRNAs identified in skeletal muscle List of circRNAs identified from sequencing 24 samples at ∼20 million reads per sample; circRNAs were included if there were two or more instances of junction-spanning reads; in cases of 1 read, if the deeper libraries also contributed a read, those circRNAs were also included and were marked with an asterisk (*).

Supplemental Table S2 List of additional circRNAs included from the deep sequencing List of additional ciRNAs included because they showed two or more instances of junction-spanning reads from the deeper sequencing analysis (100 million reads per sample).

Supplemental Table S3 List of circRNAs used for assessment of age-dependent changes CircRNAs showing at least 2 reads in 12 or more (>50%) of the 24 muscle libraries were included in subsequent assessments of circRNAs showing differences in expression among the three age groups (Y, MA, O).

Supplemental Table S4 List of the 25 most abundant circular intronic (ci)RNAs

Supplemental Table S5 List of the 400 most abundant circRNAs

How the deposited data were processed for this re-analysis (not part of the article)

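Vastus lateralis muscle of 24 rhesus monkeys was measured as 1 library per monkey at approximately 20000000 sequencing reads, with 6 young, 11 middle-aged and 7 old animals, and 2 further libraries, of a young monkey aged 0.005 years and an old monkey aged 40.1 years, were sequenced to approximately 100000000 reads. The authors digested total RNA with RNase R, aligned reads to rheMac2 with TopHat2, searched the remaining reads for fusion junctions, assembled linear transcripts with Cufflinks and called circRNAs with CIRCexplorer. The values deposited for each library are whole-number counts of back-splice junction reads per circRNA, without normalization, with the position, type, exon structure and transcript of each circRNA. circRNAs that are not listed for a library were given a count of 0, although some may have had junction reads without being called. The alignment, the assembly and the calling could not be repeated, since the sequencing reads were not analysed here. Age groups were taken from the ages given by the authors. Coordinates are given for rheMac2 and counted from 1.

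A circRNA was defined by its back-splice junction, type and exon structure, as in Supplemental Table S1, and the junction alone was tried as an alternative. Reads were multiplied by the authors' per-sample factors, which are printed for 9 samples and were solved for all 24 by least squares from the averages in the supplemental tables (218 equations, largest residual 4.16e-05, largest difference from a printed factor 9.0e-06). These factors do not scale a library to its circRNA reads, since the normalized totals still ranged from 363.6 to 7841.4. Differences in circRNA total between libraries therefore remain. Whether the factors scale a library to its sequencing reads was not tested, because the exact number of sequencing reads per library was not among the values used. Junction reads per library ranged from 822 to 11561 with a median of 3924, and 3 reads, taken as the smallest share a library can show, were 0.0259% to 0.365% of the junction reads. Shares are given with 95% Wilson intervals.

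Age groups were compared over the 218 circRNAs with at least 2 reads in at least 12 libraries, with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, robust dispersion, the 3 age groups in one fit, no covariates) and Benjamini-Hochberg adjustment at 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The 2 in-depth libraries did not enter these fits. Single values were compared by exact permutation tests with scipy 1.17.1 and numpy 2.4.6 in Python 3.11.15, with pandas 2.3.3 for the tables and matplotlib 3.10.9 for the figures. The circRNAs named in the text were chosen by a rule written before the count files were seen: the 19 of Fig. 2B, mmu_circ_004374, mmu_circ_004916 and mmu_circ_006990 from the RT-qPCR experiments, the 9 of Table 1 and the 9 of Table 2, and the 5 lower and 5 higher circRNAs with the smallest p between old and young among those past the threshold, of which there were none. The read numbers of the 218 circRNAs in the supplemental tables could be read when this rule and the tests were written, and those of 3 circRNAs of Fig. 2B had been looked at. Other circRNAs and junctions are named only in the additional observations.

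Alternatives were total junction reads as library size, TMM normalization, DESeq2 1.42.0, limma 3.58.1 on log2(normalized reads + 1), other read minimums, reads summed over the exon structures of a junction, young monkeys without the 3 under 1 year, only the 2 groups compared in the fit, and all libraries without the 6 with the fewest junction reads. The edgeR script was tested on simulated counts drawn with the means and library sizes of the real circRNAs and a dispersion of 1.101. For the 218 circRNAs it recovered 17 of 40 changed circRNAs at a log2 fold change of 3 and 1 of 40 at 2, with 0 false calls. For circRNAs with at least 10 reads in total it recovered 25 of 200 at a log2 fold change of 3, with 1 false call. At a log2 fold change of 2 it recovered 0 of these 200. The comparison of monkeys under 1 year with the others was added after seeing the data. It came from a look at circRNAs with at least 10 reads in total, and the minimum of 3 libraries with reads was set after many of the circRNAs found in that look had reads in a single library.

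RT-qPCR values, linear transcripts, gene names and sequences were left out, since no such values and no reference genome are in the files analysed here.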

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

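Sequencing values of 58 results in the young and old groups were tested for a sample far from the others, and 6 were flagged, against 2.9 expected by chance, so the flags as a set are little above what chance gives. The predictions for the tests of the flagged samples were written before their results were seen. Age is the only condition in the design, it does not separate one monkey from others of its group, and no biological explanation was tested for these samples.

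mmu_circ_006028 was far above the others in a young monkey aged 0.03 years (30.7 normalized reads, next highest 11.49) and in an old monkey aged 40.9 years (43.67, next highest 14.12). One possible explanation is the circRNA yield of the library, which the authors' factors keep. Expressed per total junction reads, the gap divided by the range fell to 0.245 in the young, under the limit of 0.625, so the young flag may come from yield, and it rose to 0.781 in the old, above the limit of 0.568. In the old monkey the circRNA had 47 of 4924 junction reads, and the others had 0 to 17 reads. The log2 ratio of the old to the young mean was -0.012. It went to -1.145 without the old monkey and to 0.711 without the young monkey, so the comparison for this circRNA depends on either of these animals. Noise of a single library could not be tested for it, because no second library of that age exists.

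mmu_circ_006990 had 22.72 normalized reads in a young monkey aged 2.8 years, with 3.97 next. Per total junction reads the gap was 0.697 of the range, above the limit of 0.625, so yield is an unlikely explanation. The library had 33 reads of this intronic circRNA and the other young libraries had 1 to 4. Without this monkey the young mean was 2.229 in place of 5.644, and the log2 ratio of old to young turned from -0.839 to 0.501.

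mmu_circ_014513 had 11.63 normalized reads in an old monkey aged 25.7 years, with 4.12 next. Per total junction reads the gap was 0.245 of the range, so the flag may come from the yield of that library. Without this monkey the log2 ratio of old to young turned from 0.157 to -0.736.

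mmu_circ_010824 had 9.89 normalized reads in the old monkey aged 40.1 years, with 2.41 next. Without this monkey the log2 ratio of old to young went from -1.363 to -3.201. Per total junction reads the gap was 0.551, just under the limit of 0.568, so yield could explain the flag. The in-depth library of the same age had 0.0 reads per 10000 on this exon structure, which by the prediction points to noise of a single library. That test is confounded, however, because the in-depth library had 97 reads on the same junction, all assigned to another of the 6 exon structures of that junction. The flag cannot be told apart from a difference in the exon structure assigned.

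In the old monkey aged 30.1 years, the 10 most abundant circRNAs took 16.63% of the junction reads, with 10.66% next. Low depth is a candidate explanation, since this library had 1317 junction reads. When the other old libraries were thinned to that number, 0 of 100 draws reached the value and the highest was 13.06%, so the number of junction reads per library is an unlikely cause. This library also had the smallest factor of the authors, 0.3532, and its quality was not tested otherwise.

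A signal that the paper does not report appeared when the 3 monkeys under 1 year were compared with the other 21, a comparison chosen after seeing the data. Of 1528 junctions, 6 were higher and 0 lower at an adjusted p below 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The first, on chromosome 7 from 164257962 to 164262737, had 12, 5 and 1 reads in the 3 monkeys and 0 in the 21 others, with a log2 fold change of 5.64, a standard error of 0.968 and an adjusted p of 8.8e-06 by edgeR's test with Benjamini-Hochberg adjustment. The others had log2 fold changes from 3.301 to 4.367 and an adjusted p of 0.018 by edgeR's test with Benjamini-Hochberg adjustment. They lie on chromosome 3 from 109834429 to 109853200 (reads in 2 of 3 young monkeys, in 1 of the others), chromosome 5 from 151409447 to 151411994 (2 of 3, 2 others), chromosome 9 from 30441474 to 30441721 (2 of 3, 2 others), chromosome 10 from 72952335 to 72956387 (3 of 3, 2 others) and chromosome 12 from 30108128 to 30136429 (3 of 3, 7 others, with up to 25 reads at 40.9 years).

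As many junctions were found in 2 of the 100 splits of the libraries into 3 and 21, the real one included. The other split held 2 of the 3 monkeys under 1 year and gave 50 junctions. For circular RNA yield, 5 of the 6 junctions stayed past the threshold with total junction reads as library size. These 5 had reads in at most 2 of the 21 others, and rescaling leaves values of 0 unchanged, so the test could hardly move them. The junction on chromosome 12, with reads in 7 others, did not stay. Yield therefore remains possible. For chance capture at about 20000000 reads, 5 of the 6 had a higher share in the in-depth library of age 0.005 than in that of age 40.1. This cannot separate the explanations, since all 6 junctions had reads in the library of age 0.005 that helped to select them, the in-depth library may be from the same animal, and it says nothing about the low reads in the 21 others. Chance capture therefore remains possible. For reads of a single library as the explanation, the limit set was that at most 3 of the 6 junctions had reads in all 3 monkeys, and 3 had. Of the other 3, the junction on chromosome 3 had 15 reads in these monkeys, 14 of them in 1 monkey. It also had 4 reads in the old monkey aged 25.7 years. The junction on chromosome 9 had 8 reads in these monkeys, 7 of them in 1 monkey, and 2 reads in the 21 others. That on chromosome 5 had 4 and 7 reads in 2 of these monkeys and 3 reads in the 21 others. Reads of a single library therefore remain a possible explanation for the junctions on chromosomes 3 and 9. The predictions for yield and for a single library were written after the junctions were seen, those for the splits and for the in-depth libraries before. A difference between infants and older monkeys remains a hypothesis, from 3 animals and few reads per junction, that cannot be told apart from chance capture or yield. Batch and sex could not be tested because the labels give neither.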

How the results depend on the processing

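The alternatives were set before the count files arrived, except where stated. Of the alternative values for the headline results, 86 were within the limits set for an unchanged result, 41 moved and 1 reversed. No setting over the 218 circRNAs gave a circRNA lower or higher in old than young at an adjusted p below 0.05. The averages of the named circRNAs (111 alternative values) and the group means of the circRNAs of Fig. 2B (228 values) all stayed within 1 SD.

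Testing all circRNAs with at least 10 reads in total gave, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 lower in old than young, 36 lower and 5 higher in middle-aged than young, and 15 lower and 41 higher in old than middle-aged monkeys. Of these 99 calls, 79 had reads in at most 3 libraries and 59 were on a junction with another exon structure, so single libraries could explain many of them. At an unadjusted p below 0.05, 3 circRNAs were lower and 1 was higher in old than young. Combining this with the other alternatives, which was added after seeing the data, gave 15 lower and 0 higher with limma, 5 and 7 with total junction reads and with TMM, 5 and 9 with DESeq2, 5 and 1 with exon structures summed, 3 and 1 with more than 2 reads in 12 libraries, 4 and 1 with only the 2 groups in the fit, 2 and 5 without monkeys under 1 year, 3 and 5 without the 6 smallest libraries, and 91 and 94 with at least 10 reads in total. With total junction reads as library size, 1 was lower in old than middle-aged, and with DESeq2, 1 was lower in old than middle-aged and 1 higher in middle-aged than young.

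With a minimum of 1 read, 20176 circRNAs were listed in place of 8140, and with 3 reads 5244. With 3 reads the in-depth libraries added 1228 in place of 2869. Of the circRNAs with 1 read in the 24 libraries, 2546 had an in-depth read. Definitions chosen after seeing the data gave 1283 (at least 2 in-depth reads, same exon structure), 1419 (junction not listed, at least 2 in-depth reads) and 1365 (the same, counted as junctions). The intronic share fell from 4.533% to 3.598% when ends within 5 nt were merged and to 3.685% at 10 or more reads, and 145 in place of 218 circRNAs had more than 2 reads in 12 libraries.

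Leaving out the 3 monkeys under 1 year, who include the 2 largest normalized totals of the young, reversed the log2 ratio of total normalized reads from -0.2543 to 0.1583. The same setting reversed the log2 fold changes between old and young of mmu_circ_006895 (0.491), mmu_circ_003723 (0.778), mmu_circ_006028 (1.104), mmu_circ_007427 (-0.318), mmu_circ_001616 (-0.355) and mmu_circ_004374 (-0.17). The normalizations to circRNA reads reversed mmu_circ_014269 (0.04 with total reads, 0.108 with TMM, 0.102 with DESeq2), mmu_circ_010510 (0.002, 0.028 and 0.004) and mmu_circ_006028 (0.135, 0.265 and 0.246). These remove any difference in total circRNA reads between libraries, technical or biological, which could account for the shift. Without the 6 libraries with the fewest reads, mmu_circ_014269 was 0.148 and mmu_circ_006028 was 0.381. With limma, mmu_circ_013168 was -0.047, mmu_circ_010510 was 0.024 and mmu_circ_014513 was -0.119. Summing exon structures gave -0.026 for mmu_circ_018323 and -0.16 for mmu_circ_014513. The other 132 log2 fold changes kept their sign, and none of the named circRNAs passed the threshold in any setting.

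The number of negative log2 fold changes, a count added after seeing the data, moved with total junction reads from 166 to 103 for middle-aged against young and from 78 to 123 for old against middle-aged. In the comparison of monkeys under 1 year with the others, also added later, total junction reads gave 3 junctions lower in place of 0. These comparisons are limited by few reads, with a median of 3 per circRNA and library, and by the spread between animals, with a dispersion of 1.101 in the fit, and no test separated them. With the authors' factors, the median standard error of the log2 fold change between old and young was 0.985, and for mmu_circ_010973, with 1128 reads, it was still 0.817.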

Differences from the paper's values

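The paper adds 1365 circRNAs to the 8140 after in-depth sequencing, and 2546 circRNAs with 1 read in the 24 libraries had an in-depth read of the same exon structure, the criterion in the legend of Supplemental Table S1. No alternative for this count had been set before the files arrived. All 4 other definitions that were computed came within 1.5 times of the paper's 1365, and all were chosen after seeing the values, from the asterisked rows of the paper's own table: 1283 with at least 2 in-depth reads of the same exon structure, 1705 with at least 2 in-depth reads on the junction, 1419 with the junction also absent from the list, and 1365 when the last were counted as junctions.

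The paper reports 19 circRNAs downregulated with age, and 0 of the 218 were lower in old than young monkeys at an adjusted p below 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The alternatives set before the files arrived gave 0, 2 (at least 10 reads in total) or 3 (unadjusted p) and none closed the gap. Limma on log2(normalized reads + 1) together with an unadjusted p, a combination chosen after seeing the values, gave 15 lower and 0 higher. That number is within 1.5 times of the paper's 19, but a similar number does not show that the same circRNAs were found. The paper states no p limit for its 19. Their lowest unadjusted p between old and young from edgeR's test was 0.129, so none of the 3 was among them. Unadjusted p with the other alternatives gave 2 to 5 lower over the 218 or a similar set, and 91 with at least 10 reads in total. Of the paper's 19 circRNAs in Fig. 2B, 12 had a lower mean in old than young. Summing the exon structures of a junction gave 14, total junction reads 10, no normalization 10 and the young group without monkeys under 1 year 11. Of these only 14 lay within 1.5 times of 19, a wide limit for a count that cannot exceed 19. None of these settings gave a lower mean for all 19.

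Bars of Fig. 2B were read by eye, and 20 of the 57 group means differed from them by more than 1 SD between monkeys and by more than 1.5 times. Of the other 37, 21 were also more than 1.5 times away but within 1 SD, which is wide here. For example, mmu_circ_006028 in old monkeys is about 1.4 in Fig. 2B, against 10.242, and mmu_circ_007427 in middle-aged monkeys is about 2.8 in Fig. 2B, against 14.545. For mmu_circ_013168 the paper shows about 41 in young, about 20 in middle-aged and about 12 in old monkeys in Fig. 2B, and the means were 1.673, 1.171 and 1.771 normalized reads. For mmu_circ_017332 it shows about 29, about 5.5 and about 12 in Fig. 2B, against 1.737, 1.635 and 2.928. The bars of mmu_circ_014269 are about 17, about 9.1 and about 7.2 in Fig. 2B, against 2.867, 1.872 and 2.319. Those of mmu_circ_015060 are about 16, about 6.6 and about 6.6 in Fig. 2B, against 3.527, 1.519 and 2.48. Those of mmu_circ_006895 are about 15, about 6 and about 6.4 in Fig. 2B, against 3.971, 1.12 and 2.947. In young monkeys the paper shows about 8.9 for mmu_circ_008906 and about 4.1 for mmu_circ_010404 in Fig. 2B, against 1.82 and 15.414. In old monkeys it shows about 1.4 for mmu_circ_018323 in Fig. 2B, against 6.451. None of the alternatives set before the files arrived closed these gaps. The young bar of mmu_circ_007427 is about 12 in Fig. 2B, against 6.829, and that of mmu_circ_008386 is about 6.6 in Fig. 2B, against 3.774. For both, total junction reads as library size (7.987 and 4.446) and the young group without monkeys under 1 year (9.514 and 4.898) closed the gap, and the other alternatives did not. Both settings opened gaps for other means. Of the 57 means, 22 differed with total junction reads and 20 without monkeys under 1 year.

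The paper shows a decline with age for each of the 19 circRNAs of Fig. 2B. The mean was higher in old than in young monkeys for mmu_circ_013168, mmu_circ_017332, mmu_circ_007427, mmu_circ_008906, mmu_circ_018323, mmu_circ_001616 and mmu_circ_014513, with log2 fold changes of 0.0015, 0.777, 0.169, 0.343, 0.0281, 0.130 and 0.136. For mmu_circ_014513 the higher mean rested on the old monkey aged 25.7 years. Without that monkey the log2 ratio of the means turned from 0.157 to -0.736. Of the 5 circRNAs that the paper reports as reduced by RT-qPCR, mmu_circ_017332 had the higher mean in old monkeys, 2.93 against 1.74 normalized reads.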

Other observations

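The 6 counts of circRNAs past an adjusted p of 0.05 were all 0, so 100 of the 100 splits of the libraries gave at least as many in each of the 6 comparisons. That was fixed by the counts of 0 and carries no information, and the predictions for it were written after the counts were known.

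Of the 218 log2 fold changes, 147 were negative for old against young and 166 for middle-aged against young. With total junction reads as library size, 109 and 103 were negative. Dividing by the circRNA total of each library centres the log2 fold changes near 0 by construction, and a general decline of circRNAs would give the same balance, so these counts do not test whether the overall circRNA yield of the libraries is the cause. In 27 of the 100 splits for old against young, and 22 of the 100 splits for middle-aged against young, at least as many were negative. Without the 3 monkeys under 1 year 99 were negative for old against young, so these monkeys may account for the excess as well. The predictions for yield and for the monkeys under 1 year were written after the results were seen, those for the splits before. The excess of lower values was within what other splits of the animals gave, and a difference in yield from library preparation cannot be told apart from a general decline in the muscle with these values.

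Values of Fig. 2B lay far from the group means of the circRNAs written under the bars, with a median distance of 1.871 on the log2 scale, and for 0 of the 19 bars was the named circRNA the nearest of the 218. The median distance to the nearest row was 0.225, and 15 of the 19 bars lay within 0.3 of some row. A possible explanation is that the labels do not belong to the bars. When the age groups were shuffled over the 24 libraries, the median distance to the nearest row was 0.399 in the median shuffle and 0.136 in the lowest, with a permutation p of 0.0436. The distance measure and the prediction were chosen after close matches had been seen, another form of shuffling had been considered first and was not run, and the p is close to 0.05, so this is a weak hypothesis. The 19 bars pointed to 15 different rows, and no corrected labels are proposed.

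Intronic circRNAs took 4.162% ± 1.042 (SD, n = 3) of the junction reads in the monkeys under 1 year and 7.752% ± 4.101 (SD, n = 21) in the others. The difference may be due to chance (exact permutation test over 2024 splits, p = 0.1319), and 5 of the 21 others lay below the highest of the 3. The prediction for this test was written after the shares were seen. Across the 24 libraries the share was not shown to fall with the number of junction reads, with a Pearson r of -0.348 (permutation p = 0.0855) and a Spearman rho of -0.332 (permutation p = 0.1137). Both were 0.1137 after Benjamini-Hochberg adjustment over these 2 tests, and r was -0.246 without the 2 libraries farthest from the median. The labels give no sequencing batch within which to repeat it.

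Each in-depth library shares its age with 1 of the 24 libraries. Of the junctions found in only 1 of the 24 libraries, 31.74% of the 794 in the library of age 0.005 were also found in the in-depth library of that age, against 20.71% for the next library and a median of 15.59% over the 23 others. For age 40.1 it was 25.73% of 447, against 16.67% and 10.51%. The library of the same age ranked first for 2 of the 2 in-depth libraries, which is consistent with the same animal sequenced again, a hypothesis written after the shared ages were noticed. For age 0.005 the next library was that of age 0.003, which similar age would also give. For age 40.1 the next library was that of age 12.0, ahead of that of age 40.9, which similar age would not give. Similar age alone could therefore not be excluded for the first. The paper calls them additional samples in its results, and its methods state that 2 samples were later sequenced deeper to assess saturation.

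If they are the same animals, some circRNAs are missing more often than sampling gives. Among 254 values of the 218 circRNAs with at least 3 predicted reads, 24 were 0 in the smaller library, against 2.45 expected and an upper limit of 6 for sampling of few reads. Exon structures assigned differently between libraries could explain 4 of the 24, which had reads on another structure of the junction, while 20 had none. Both predictions were written before the counts were seen. The intronic mmu_circ_013955 had 0 of 3550 junction reads at 40.1 years and 251 of 35205 in the in-depth library of that age, where 25.3 were predicted, so sampling of few reads is an unlikely cause (Fisher's exact test, p = 6.5e-11, with the prediction written after the zero was seen). It was absent from 9 of the 24 libraries (1 young, 4 middle-aged, 4 old) and had 6 to 112 reads where present, and mmu_circ_008599 was absent from 10. Differences in calling between libraries were not tested, and different animals remain possible.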
